A study of Homo sapiens with 12 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

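Chromatin was profiled by CUT&RUN in MCF7, an oestrogen receptor-positive breast cancer cell line. In this assay an antibody tethers a nuclease to the protein it binds, and the DNA fragments that are cut free are sequenced. Cells received a non-targeting siRNA (siControl) or siRNA against the histone demethylase KDM5A (siKDM5A), and were then treated with the CDK4/6 inhibitor abemaciclib or with its solvent DMSO. Of the 12 samples, 10 had peak lists: 8 for the retinoblastoma protein Rb, with 2 replicates in each of 4 groups, and 2 for KDM5A, with 1 library per siRNA in DMSO. The 2 IgG libraries, both from DMSO-treated cells, are not analysed here. Groups and replicate numbers came from the sample titles.

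According to the methods of the study and the labels, reads were trimmed with BBDuk and aligned with Bowtie2 2.3.4.1 to hg38. Blacklisted regions and mitochondrial reads were removed, and duplicates were retained. Peaks were called in each library on its own by the authors, not on pooled replicates, with MACS2 2.2.7.1 on paired-end fragments at a q-value of 0.05 against an IgG control. The labels also name deepTools 3.5.3 and DiffBind, whose output is not used here. Each deposited list gives a position, a summit, a score (10 times the −log10 q-value as a whole number), a fold enrichment over the local IgG background, and the −log10 p-value and −log10 q-value of the summit. The fold enrichment deposited by the authors is a ratio that belongs to 1 peak in 1 list. It is used here to describe, rank and filter peaks within a list, never as a change between lists. The methods of the study name matched IgG controls. Which IgG library served as control for which list is not stated in the labels and could not be settled from the values. Peak names show that reads of the yeast genome were set apart, and no spike-in scaling was used here. Peak numbers and folds are therefore not scaled to a common amount of cut chromatin.

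Read counts per region were not used here, so the design planned before the data were examined rested on whether a peak was called. The same plan fixed the gene lists, the thresholds, the rule for naming genes and the alternatives, except where an addition is named. Peaks of the 8 Rb lists on chromosomes 1 to 22, X and Y were merged into regions, and a region counted as called in a library where a peak overlapped it by at least 1 bp. For each region called in at least 2 libraries, a two-sided Fisher's exact test compared 4 abemaciclib with 4 DMSO libraries, with Benjamini-Hochberg adjustment and the threshold of 0.1 that the study used for its own CUT&RUN test. Gained regions were called in all 4 abemaciclib and no DMSO library. The smallest p this test can give is 0.0286, so a call requires that at least 28.6% of the tested regions part the libraries fully. In simulated data with the call rates of the 9899 tested regions, 200 or 3000 planted changes gave 0 calls. With 4000 planted changes 84.9% were recovered and 15 other regions were called. The planted regions were set to part the libraries almost fully, and 84.9% is the share of them that did. It follows from that setting and is not the share of real changes that the test would find. A count of 0 from this test therefore says little about changes in a minority of regions. Where no region passed in an alternative setting, the lists, overlaps and motifs of that setting used the fully parted regions.

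Promoters were 2000 bp upstream to 500 bp downstream of a transcription start site (TSS) of a protein-coding or lncRNA gene in GENCODE release 44, which is on the build of the files. For gene lists, each of 20007 protein-coding genes was called where a peak overlapped any of its promoter windows. The background was 12116 genes with a promoter peak in at least 1 of the 10 libraries. The 12 lists covered E2F-regulated G1/S and replication genes, G2/M and mitosis genes, oestrogen-responsive genes, luminal identity genes, Rb, E2F and KDM5 pathway genes, mitochondrial respiration genes, ribosomal protein genes, replication-dependent histone genes, p53 target genes, interferon response genes, markers of other cell types, and 4 oestrogen-responsive genes that the study names. The lists were drawn from general knowledge except the last, which comes from the study and is not independent of it. All list symbols but 1 matched the annotation. Gained promoters were tested with a one-sided Fisher's exact test per list. Each gained non-promoter region was given to the gene with the nearest TSS, and lists were tested with a binomial logistic model that had a spline for log10 locus length (mgcv 1.9.3 in R 4.3.3). The threshold for lists was an adjusted p of 0.05 over the 12 lists.

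Peak numbers were compared on the log2 scale with two-sided exact permutation tests. For abemaciclib, 4 against 4 libraries make 70 arrangements. For siRNA and for the difference between siRNA arms, labels were exchanged within each treatment, which makes 36 arrangements with a smallest p of 0.0556. Overlap with KDM5A peaks was set beside 100 seeded shuffles of the regions within their own class. Motifs were searched within 100 bp of the summit on both strands for E2F, the oestrogen response element (ERE, with at most 1 mismatch), forkhead, AP-1, GATA and NRF1 sites. Gained regions were compared with KDM5A peaks of the same class that overlapped no Rb peak, by Fisher's exact test adjusted over 12 tests. Tests matched on GC content (Mantel-Haenszel over 10 strata) were added after the results were seen. Tests and tables were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

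Named genes followed a rule. It took KDM5A, RB1, ESR1 and the genes named in the study. It also took up to 4 gained promoters per list, the top 6 gained promoters, the top 8 gained non-promoter regions and up to 6 near oestrogen-responsive genes, all by mean rank of fold enrichment within the 4 abemaciclib lists. Further, it took 5 KDM5A promoter peaks lacking and 5 kept after siKDM5A, up to 5 promoters called in 1 siRNA arm alone in each direction, and any promoter lost. Positions are 1-based on hg38. A fold given for a gene is that of its strongest promoter peak in each library, and the position is that of the peak with the highest rank.

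The lists carry no read totals, so depth was derived. Fold and −log10 p at a summit together give the fragment pileup and the local background, and 99.8% or more of pileups came out whole in every list, within a relative tolerance of 1e-04. The genome-wide background is the fragment number times the mean fragment length over the genome size of 2.7 Gb that MACS2 uses, and the shortest peak is as long as the mean fragment. In 5000 simulated peaks the pileup was recovered in 100%. Derived depth was 4.56 to 6.32 M (mega) fragments for the 8 Rb libraries and 7.5 and 7.53 M for KDM5A. Wilson 95% intervals are given for shares of peaks; they cover counting error only, and neighbouring peaks are not independent. The study's legends describe CUT&RUN replicates as separate cultures unless otherwise stated, and those of the siRNA experiment as separate reactions. If the reactions shared a culture, the p-values measure only the spread between these libraries, which may be technical.

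Alternatives were stricter q-values (−log10 q of at least 2 or 3), an overlap of at least 50% or a summit inside the region, a promoter window of 1000 bp either side, leaving out each Rb library, equal numbers of top peaks per list, no minimum number of libraries, all protein-coding genes as background, genes within 100 kb, a Fisher's exact test without locus length, a replicate block, and leaving out the arms 1q, 17q and 20q, which are gained in MCF7. Added later were lists of promoters called in all abemaciclib libraries or in every Rb library, peaks on chromosomes only, the 3 arms left out of the list models, and list models restricted to genes with a non-promoter KDM5A peak. A read-count test was not possible from peak lists.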

Results

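The data are 10 lists of CUT&RUN peaks from MCF7 breast cancer cells. Rb, which restrains E2F transcription factors until cyclin-dependent kinases phosphorylate it, was profiled in 8 libraries. These were siControl or siKDM5A cells in DMSO or abemaciclib, with 2 replicates per group. KDM5A, a demethylase of lysine 4 on histone H3, was profiled in 1 siControl and 1 siKDM5A library, both in DMSO. The fold enrichment of each peak is the authors' own value. Derived depth was 5.28 and 5.57 M fragments in siControl DMSO, 4.71 and 4.56 in siControl abemaciclib, 6.20 and 6.32 in siKDM5A DMSO, and 5.62 and 5.23 in siKDM5A abemaciclib, for replicates 1 and 2 of each.

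The first comparison asks where Rb sits on chromatin once CDK4/6 is inhibited. Rb peaks were far more numerous with abemaciclib in both siRNA arms. In siControl cells 1436 ± 341 peaks (SD, n = 2) were called in DMSO and 9917 ± 694 in abemaciclib. In siKDM5A cells there were 2632 ± 1971 in DMSO, from 4025 in replicate 1 and 1238 in replicate 2, and 10645 ± 412 in abemaciclib. Over both arms the geometric mean number was 5.78-fold higher with abemaciclib (log2 2.53, n = 4 each, exact permutation p = 0.0286, the smallest that 4 against 4 allows). Arithmetic means were 10281 ± 628 with abemaciclib and 2034 ± 1345 with DMSO (SD, n = 4 each). Later folds of peak number between groups are also of geometric means. Every abemaciclib library exceeded every DMSO library. Peak numbers and folds are not scaled to a spike-in, and which IgG control each list was called against is not settled. DMSO peaks were largely a subset: on average 93.2% of the peaks of a DMSO list overlapped a peak of an abemaciclib list, against 17.3% in the other direction. Peaks were also wider, with median widths of 657 ± 22.0 bp in abemaciclib and 409 ± 20.7 bp in DMSO (n = 4 each).

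**Figure D1:**
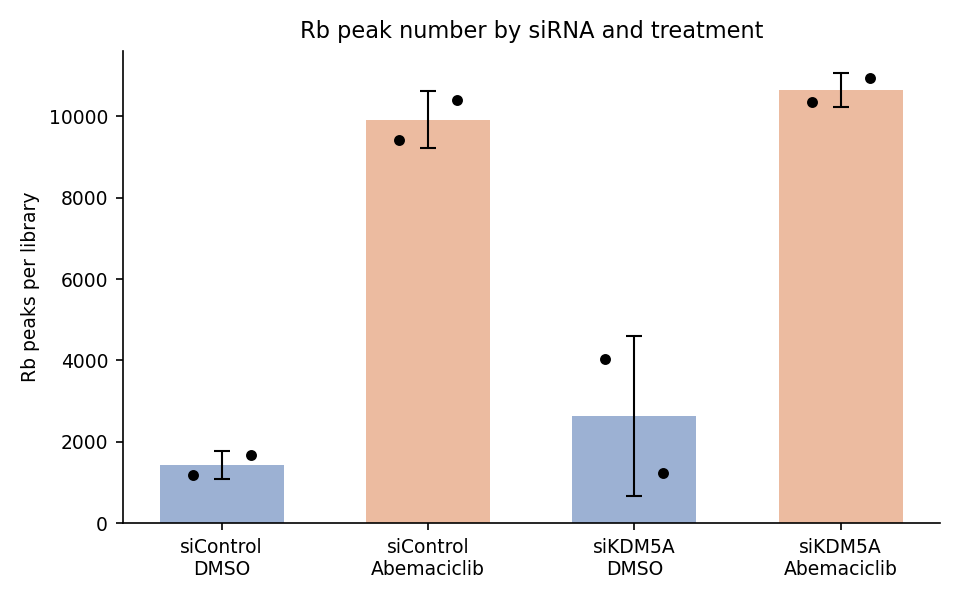
Number of Rb peaks per library (vertical axis, peaks) for the 4 combinations of siRNA and treatment. Bars are means, error bars are SD over 2 replicates and points are single libraries. The abemaciclib libraries lie between 9426 and 10936 peaks, and the DMSO libraries between 1195 and 4025.

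Rb was largely at promoters under both treatments. The promoter share of peaks was 90.5% ± 1.69 in DMSO and 86.8% ± 0.468 in abemaciclib (SD, n = 4 each), a difference of -3.72 percentage points (exact permutation p = 0.0286). Of 15002 merged regions, 9899 were called in at least 2 libraries, and 3107 of these were gained with abemaciclib. Of the gained regions 2899, or 93.3%, touched a promoter and 208 lay elsewhere. Only 1 region was lost, an intronic site in RNF114 at chromosome 20, 49946949 to 49947261. A further 591 regions were called in every Rb library, 97.0% of them at promoters.

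The adjusted p of a gained region was 0.0910 (Fisher's exact test, 3108 regions with an unadjusted p under 0.05). All gained regions share this value, because a region called in 4 of 4 against 0 of 4 libraries is the strongest outcome the test knows. The count also depends on siKDM5A DMSO replicate 1: of 2046 regions called in all 4 abemaciclib libraries and 1 DMSO library, 1846 had their single DMSO call there, and without it 4953 regions were gained. With equal numbers of top peaks per list no region passed. That setting takes away the 5.78-fold difference in peak number, so its counts in the 2 directions (21 and 17 of 1562 tested regions) must nearly balance and say nothing about the direction. Without the minimum of 2 libraries the counts stayed at 3107 and 1, but the adjusted p became 0.138. Within arms, with no test, 5795 regions were called in both abemaciclib and neither DMSO library of siControl cells, and 3 the other way round. In siKDM5A cells these counts were 4622 and 2, the first without the 1846 regions whose single DMSO call was in replicate 1. Those the other way round, named after their values were seen, were the RNF114 site in both arms, chromosome 5, 1570297 to 1571220, and chromosome 7, 157715888 to 157716419, in siControl cells, and chromosome 21, 44505234 to 44505623, in siKDM5A cells.

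The strongest gained promoters belonged to genes of varied function. By rank of fold enrichment within the abemaciclib lists, the first 6 were FBXO46, PPP2R1B, NPM1, GRIN1, IRX3 and PSMD11. The FBXO46 peak, in an intron of this F-box protein gene at chromosome 19, 45716716 to 45717910, had a fold of 22.9 ± 3.40 (SD, n = 4). The peak of PPP2R1B, a scaffold subunit of protein phosphatase 2A, lay in a coding exon at chromosome 11, 111765794 to 111766870, with a fold of 22.0 ± 3.16. The gene of the nucleolar protein NPM1 had an intronic peak at chromosome 5, 171387048 to 171388223, with a fold of 20 ± 1.46. GRIN1 had 20.4 ± 4.45 at a summit in a coding exon of LRRC26, IRX3 had 19.5 ± 2.84 and PSMD11, a proteasome subunit gene, had 19.3 ± 3.75. No DMSO library had a peak at any of these promoters.

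The next comparison asks which gene groups received Rb at their promoters. Promoters of 3036 genes were gained, 25.1% of the background of 12116 genes, and 0 were lost (Fisher's exact test, also 0 lost at an unadjusted p under 0.05). Without siKDM5A DMSO replicate 1 the count was 5008, and the shares of the lists below rest on that library too. With equal numbers of top peaks it was 0. No list held more gained promoters than other genes after adjustment over the 12 lists. Replication-dependent histone genes came closest with 18 of 51 gained (odds ratio 1.64, one-sided Fisher's exact adjusted p = 0.686), beside p53 target genes with 10 of 27 (odds ratio 1.76, adjusted p = 0.686). The histone list passed without siControl abemaciclib replicate 1 (odds ratio 2.32, exact adjusted p = 0.0294), and both lists passed against all protein-coding genes. Histone genes that share a peak, such as H2AC17, H2BC17 and H3C12, count separately in these tests. The tests treat genes as independent, so the histone p-values may be too small. The other lists had adjusted p = 1 in the same exact test.

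E2F-regulated G1/S and replication genes stood apart because Rb was there before treatment. All 90 promoters had a peak in all 4 abemaciclib libraries, and only 5 were gained: CDKN3, GINS3, POLA1, RFC4 and SUV39H1. The other 85 had a peak in at least 1 DMSO library, and 48 were called in every Rb library, a share of 53.3% against 6.12% of background genes. A promoter with any DMSO call cannot count as gained here, so a rise in Rb at the other 85 was not measured. RFC4, a subunit of the clamp loader for PCNA, had a fold of 19.4 ± 4.72 with abemaciclib (SD, n = 4). GINS3, a part of the replicative helicase, had 13.7 ± 0.682, POLA1, the catalytic subunit of DNA polymerase alpha, 9.87 ± 1.79, and CDKN3 8.25 ± 1.76.

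Among G2/M and mitosis genes 17 of 76 promoters were gained, including the spindle checkpoint gene BUB3 (fold 17.2 ± 1.60, n = 4), the kinesin gene KIF11 (10.1 ± 2.24), ZWINT (7.60 ± 0.955) and UBE2C (7.54 ± 1.01). Of Rb, E2F and KDM5 pathway genes 8 of 43 were gained. They included HDAC2 (10.2 ± 3.48), the DREAM complex gene LIN9 (8.59 ± 2.18), CDKN1B, which encodes the CDK inhibitor p27 (8.02 ± 0.422), and TFDP2 (7.21 ± 0.839). Histone promoters with the strongest peaks were H2AC17, H2BC17 and H3C12, which share 1 peak on chromosome 6 (11.7 ± 3.48), and H2AC16 (10.4 ± 2.56). The leading p53 targets were SPATA18 (8.60 ± 2.23), SESN2 (7.5 ± 2.52), the apoptosis gene BAX (6.11 ± 1.07) and TP53INP1 (5.80 ± 1.19, at a summit in an exon of NDUFAF6).

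Of oestrogen-responsive genes 34 of 151 promoters were gained, among them DEPTOR, an inhibitor of mTOR (fold 13.7 ± 4.61, n = 4), the nuclear receptor co-repressor gene NCOR2 (12.5 ± 1.89), LRIG1 (9.91 ± 1.70) and FKBP5 (9.33 ± 1.06). Luminal identity genes had 5 of 27 gained: the epithelial adhesion gene EPCAM (9.90 ± 1.92), TBX3 (9.52 ± 3.39), TFAP2A (8.85 ± 1.45), GRHL2 (7.58 ± 1.06) and KLF5. Mitochondrial respiration genes had 16 of 75, led by NDUFS1 (13.4 ± 3.08), TFAM (12.5 ± 2.54), COX4I1 (11.9 ± 2.36) and NDUFC1 (11.5 ± 3.0). Ribosomal protein genes had 15 of 75, led by RPL30 (9.35 ± 1.56), RPL21 (7.93 ± 2.51), RPS18 (7.38 ± 1.32) and RPS26 (6.89 ± 1.98). The summits given for NDUFS1, COX4I1 and RPS18 lay in untranslated regions of other genes, EEF1B2, EMC8 and VPS52. Interferon response genes had 6 of 27, led by IRF1 (6.94 ± 0.698), B2M (5.89 ± 1.61) and the divergent pair CMPK2 and RSAD2, which share 1 peak (5.75 ± 1.74). Markers of other cell types had 0 of 7. Adjusted over the list alone, the gained counts stayed at 34 for oestrogen-responsive, 5 for luminal, 16 for mitochondrial, 15 for ribosomal, 18 for histone, 10 for p53 and 6 for interferon genes. They were 0 for the E2F, G2/M and Rb pathway lists, where fewer than 28.6% of tested members parted the libraries fully.

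**Figure D2:**
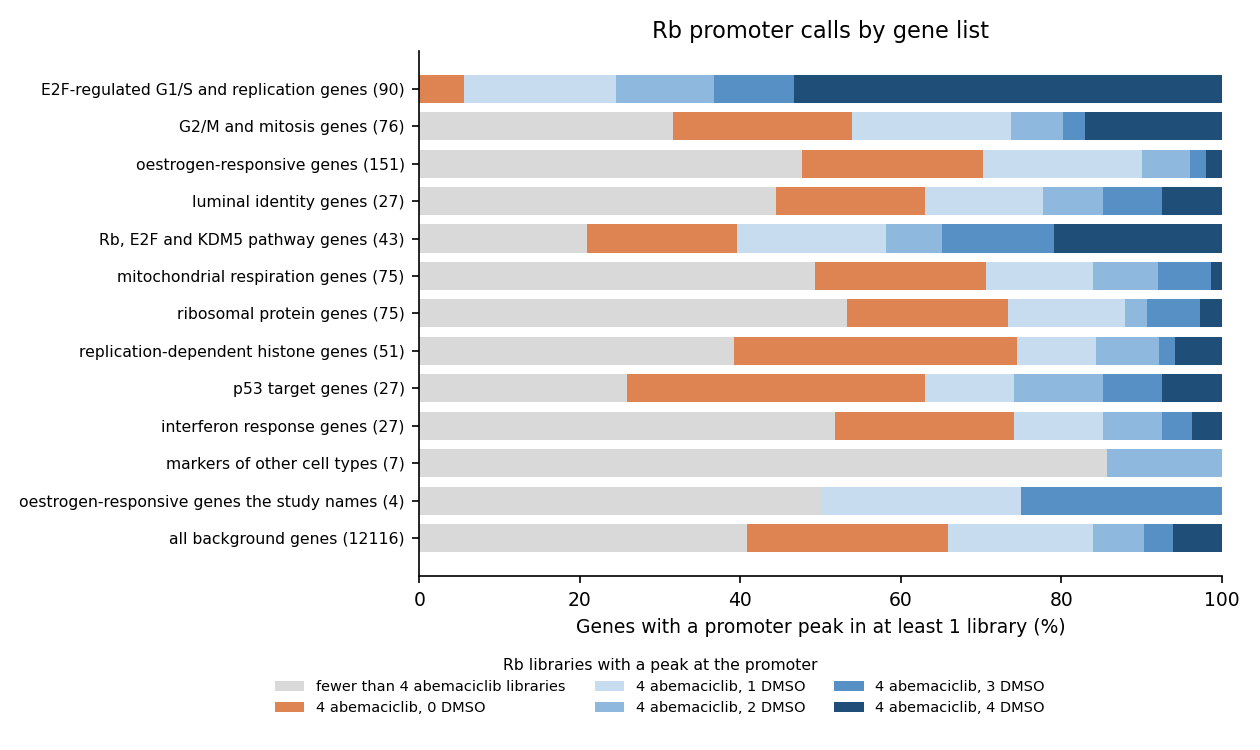
Share of genes (horizontal axis, percent of genes in the background, whose number is in brackets) by how many Rb libraries had a peak at the promoter, for the 12 lists and all background genes. Orange marks promoters called in 4 abemaciclib and 0 DMSO libraries, which is 25.1% of all background genes, and the darkest blue marks those called in every Rb library, which is 53.3% of E2F-regulated genes.

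Of the 4 oestrogen-responsive genes that the study names, a list that is not independent of it, 0 were gained. Adjusted over the list alone the count was also 0. The study linked these genes to Rb peaks outside promoters by chromatin loops, and disrupted such sites looping to CCND1 and KRT18. Neither promoter calls nor the nearest TSS used below follow such loops, so these counts do not test that link. The promoter of CCND1, the cyclin D1 gene, was called in 4 of 4 abemaciclib libraries (fold 11.6 ± 1.99, SD, n = 4) and in 3 of 4 DMSO libraries. This fold takes the strongest promoter peak of each library, which was not at the same site in all 4. The highest-ranked peak lay upstream of the gene at chromosome 11, 69639029 to 69639600. Each of the 4 abemaciclib libraries had a peak at this upstream site and at the start of the gene. In DMSO, the upstream site was called in siControl replicate 1 and siKDM5A replicate 2, and the start only in siKDM5A replicate 1. KRT19 was called in 4 of 4 (6.0 ± 1.24) and, in DMSO, only in siKDM5A replicate 1. TFF1 and KRT18 had no Rb peak at the promoter in any library, and neither did ESR1, the oestrogen receptor gene, although all 3 had a KDM5A peak. RB1 itself was called in 4 abemaciclib libraries (13.9 ± 5.75) and 1 DMSO library. The KDM5A promoter had no peak of either protein.

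**Figure D3:**
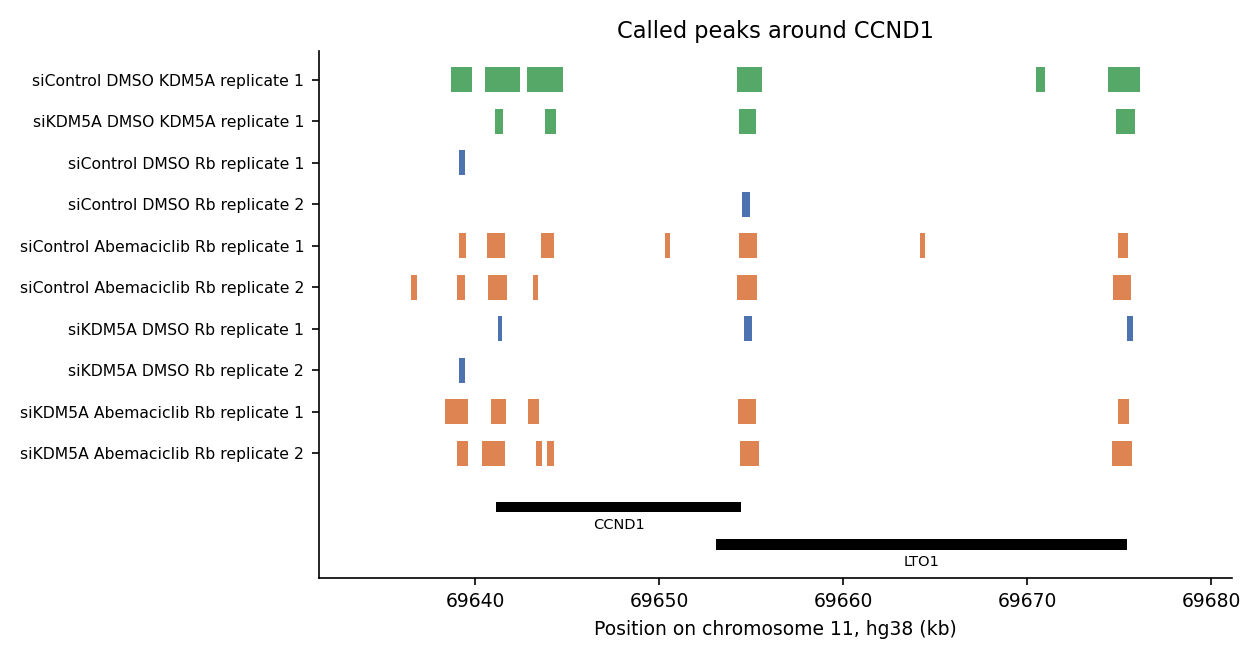
Called peaks around CCND1 on chromosome 11 (horizontal axis, position in kb on hg38), 1 line per library, with CCND1 and the neighbouring gene LTO1 as black bars. Green marks KDM5A, blue Rb in DMSO and orange Rb in abemaciclib; with abemaciclib each of the 4 libraries has a peak upstream of CCND1, at its start and at its 3' end.

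Away from promoters, 113 of the 208 gained regions had their midpoint in an intron and 82 between genes, with a median distance of 8811 bp to the nearest TSS. The highest-ranked lay at chromosome 2, 41840762 to 41841528, between genes and nearest to PKDCC (fold 17.5 ± 2.93, SD, n = 4), followed by an intergenic site nearest to NRP2 (16.6 ± 5.38). An intronic site in IGF1R, the growth factor receptor gene, at chromosome 15, 98852166 to 98853193, had 13.7 ± 2.31. The others of the first 8 were nearest to BCORL1 (11.6 ± 2.18), AGO2 (11.4 ± 1.79), MECOM (11.3 ± 1.99), PPP1R37 (11.8 ± 4.32) and DAGLB (11.5 ± 3.28).

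Oestrogen-responsive genes were over-represented near these sites, with 8 of the 202 genes hit: ELOVL5, HES1, IGF1R, KRT8, MYB, MYBL1, NCOR2 and PTGES. The odds ratio was 4.11 (95% interval 1.99 to 8.49, binomial logistic model with locus length, adjusted p = 0.00160). Positions included an intronic site in NCOR2 at chromosome 12, 124422178 to 124423402 (fold 7.37 ± 1.36, n = 4). Intergenic sites lay near MYBL1 (6.13 ± 1.09), the Notch target HES1 (5.64 ± 0.702), ELOVL5 (5.48 ± 1.38) and the luminal keratin gene KRT8 (4.90 ± 1.47). In the same binomial model, Rb, E2F and KDM5 pathway genes passed with 3 genes, CCNE1, MYBL1 and MYBL2 (odds ratio 6.45, adjusted p = 0.0120), and p53 targets with 2, BTG2 and PPM1D (7.26, adjusted p = 0.0291). Not passing in the binomial model were luminal identity genes (KRT8 and ZNF217, 5.79, adjusted p = 0.0511), E2F-regulated genes (CCNE1, MYB and MYBL2, 3.36, adjusted p = 0.0980) and interferon genes (HLA-C, 2.29, adjusted p = 0.828). The G2/M, mitochondrial, ribosomal and histone lists, the markers of other cell types and the 4 genes the study names had 0 genes hit. Where the naming rule did not take these genes, they were chosen after their values were seen, because the counts are small; SUV39H1 and KLF5 were too.

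These counts are small and the smaller lists were fragile. Without the arms 1q, 17q and 20q, the oestrogen-responsive list passed the binomial model (odds ratio 5.07, adjusted p = 0.000169), the Rb pathway list did not (5.10, adjusted p = 0.155), and both p53 target genes dropped out. Among genes with a KDM5A peak of their own outside promoters, the odds ratio of the oestrogen-responsive list was 2.14 (95% interval 0.968 to 4.72, binomial model, adjusted p = 0.240).

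A further comparison asks whether KDM5A knockdown changes where Rb is found. With abemaciclib, Rb was found at mostly the same promoters in both arms. Of 6938 promoter regions called in both siControl abemaciclib libraries, 92.7% were called in both siKDM5A abemaciclib libraries (Wilson interval 92.1 to 93.3) and 1.3% in neither. Of 496 non-promoter regions, 73.6% were called in both (69.5 to 77.3) and 8.47% in neither. In the other direction, 83.9% of 7667 promoter regions and 62.3% of 586 non-promoter regions were called in both siControl libraries. The shares called in neither were 4.73 and 13.7%.

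Rb peak number was 1.3-fold higher with siKDM5A (log2 0.38, n = 4 each, exact permutation p = 0.444, where the smallest possible is 0.0556, so that no difference could pass 0.05), and -0.045 on the log2 scale without siKDM5A DMSO replicate 1 (exact permutation p = 0.944). Over all 8 libraries, 0 regions differed between siRNAs (Fisher's exact test, also 0 at an unadjusted p under 0.05). This test pools DMSO with abemaciclib, so a change confined to the abemaciclib libraries could not pass it. Among the abemaciclib libraries, 132 regions were called in both siControl and neither siKDM5A library and 443 the other way round, 575 in all. The other splits of the same 4 libraries gave 498 and 466, so the siRNA split exceeded them by little. The siKDM5A abemaciclib libraries were also deeper, at 5.62 and 5.23 against 4.71 and 4.56 M fragments. With equal numbers of top peaks the counts nearly balanced, as given below. Lists of equal length make them do so whatever the siRNA does, so that setting says nothing about the lean towards siKDM5A. No exact test over these 3 splits can reach 0.05.

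Among the abemaciclib libraries, promoters called in both siControl and neither siKDM5A library numbered 77. The highest-ranked were the zinc finger gene ZNF708 (fold 7.73 ± 0.601, n = 2), ERV3-1 and ZNF117 with 1 shared peak (7.06 ± 2.04), PLEKHA6 (6.51 ± 1.47) and the nuclear receptor gene NR2C1 (6.63 ± 2.02). Promoters called in both siKDM5A and neither siControl abemaciclib library numbered 292. The highest-ranked, ENSG00000265690 (27.4 ± 5.02, n = 2), rests on a peak edge: its window begins at chromosome 16, 67161385, and the same strong peak ended at 67161321 and 67161375 in the siControl libraries and at 67161498 and 67161634 in the siKDM5A libraries. Next came SYNGR3 (8.61 ± 2.34, called also in siKDM5A DMSO replicate 1), the LIM homeobox gene LHX4 (8.17 ± 0.346), SYNM (7.91 ± 0.786) and DNAJA4 (7.53 ± 1.38).

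The response to abemaciclib was also compared between arms. With abemaciclib, peak number was 7.0-fold higher in siControl cells (log2 2.81, n = 2 each) and 4.77-fold higher in siKDM5A cells (log2 2.25, n = 2 each). The difference was -0.55 on the log2 scale (exact permutation p = 0.833, n = 4 per arm, with the same smallest p of 0.0556). It turned to 0.30 without siKDM5A DMSO replicate 1, and leaving out another library took it to -1.40. Peaks of an abemaciclib list were found as often in the other arm (78.4% on average) as in the other replicate of their own arm (78.8%).

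KDM5A itself was profiled once per siRNA, so its lists have no replicate check. Fewer KDM5A peaks were called after siKDM5A, 11342 against 18636, and the median width was 556 against 902 bp. Of 18588 siControl peaks on chromosomes, 47.9% overlapped a peak after siKDM5A (Wilson interval 47.2 to 48.6). The share was 59.8% at promoters and 25.7% elsewhere. Weak peaks were mostly lacking and strong ones mostly found again: in 5 equal classes of fold enrichment from lowest to highest, 10.5, 20, 40.2, 73.3 and 95.6% were found again. Of the siKDM5A peaks, 85.5% overlapped a siControl peak. The median fold was 6.44 in the siControl list and 5.48 in the siKDM5A list.

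**Figure D4:**
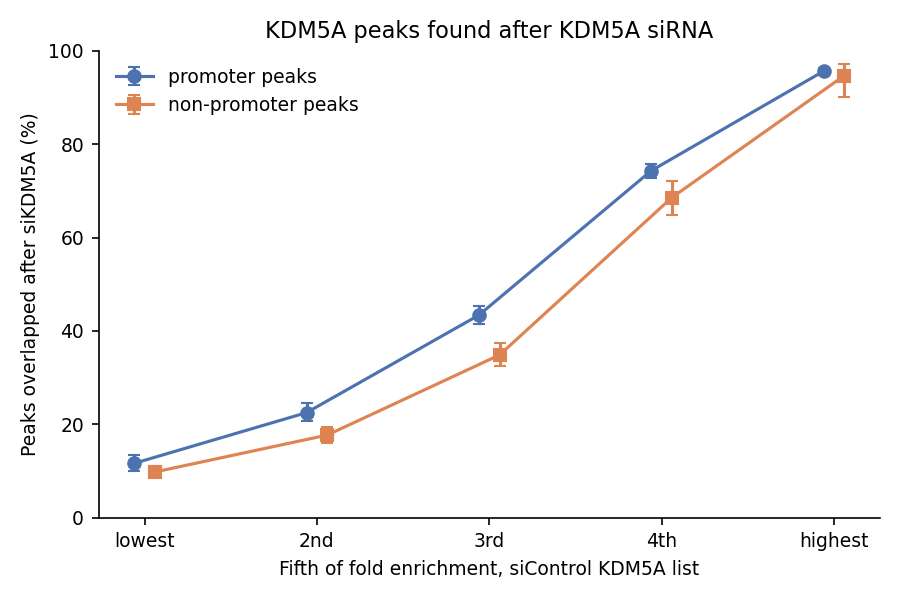
Share of siControl KDM5A peaks that overlapped a peak after siKDM5A (vertical axis, percent) by class of fold enrichment in the siControl list (horizontal axis, 5 equal classes), for promoter and non-promoter peaks, with Wilson 95% intervals. The share rises from 11.7 to 95.6% for promoter peaks and from 9.81 to 94.7% for non-promoter peaks.

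Protein-coding genes with a KDM5A promoter peak numbered 11047 in siControl and 7914 after siKDM5A, with 7795 in both. Of the bound promoters of all genes, 70.6% were found again. For the lists the shares were 80% of 90 E2F-regulated, 81.6% of 76 G2/M, 81.1% of 74 mitochondrial, 81.3% of 75 ribosomal, 79.6% of 49 histone and 84.6% of 26 luminal genes. They were 68.3% of 41 Rb pathway, 61.7% of 128 oestrogen-responsive, 76.9% of 26 p53 and 52.2% of 23 interferon genes, 50% of 4 markers of other cell types (COL1A1 and HBA1, named after their values were seen) and 100% of the 4 genes the study names. The strongest promoter peaks lacking after siKDM5A were at CHCHD1 (fold 20.4, chromosome 10, 73780854 to 73783047), the chromatin remodeller gene CHD8 (19.1), CDC40 (18.8), PRPSAP2 (18.8) and LMAN1 (18.8). The strongest kept were at ZC3H18 (78.3, chromosome 16, 88569413 to 88572087), NDUFV3 (71.8), KLC4 (70.2), SUPV3L1 (69.8) and PRPF31 (69.8).

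Sites that gained Rb with abemaciclib mostly carried KDM5A already. In DMSO and siControl, 92.4% of 2899 gained promoter regions overlapped a KDM5A peak (Wilson interval 91.4 to 93.3), against 31.1% on average and at most 33.1% in 100 shuffles among promoters. Of 208 gained non-promoter regions 73.1% did (66.7 to 78.6), against 0.563% on average and at most 2.40% in shuffles. The shares with the siKDM5A list were 63.5 and 44.7%. Of regions called in every Rb library, 99.3% overlapped KDM5A in siControl and 96.1% after siKDM5A. The shuffles landed on any annotated promoter, or anywhere outside promoters, whether or not any library had a peak there. In siControl 11047 of the 12116 background genes had a KDM5A promoter peak. The share at gained promoters is therefore not read as particular to them. The named sites near PKDCC, IGF1R, BCORL1, AGO2, MECOM and DAGLB had a KDM5A peak, and those near NRP2 and PPP1R37 had none.

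Motifs set gained Rb sites apart from KDM5A sites without Rb. E2F motifs lay near 3.14% of gained promoter summits and 0.949% of KDM5A promoter summits without Rb (odds ratio 3.38, Fisher's exact adjusted p = 5.67e-09). At non-promoter sites the shares were 4.33 and 0.343%, from 9 of 208 and 19 of 5534 summits (13.1, exact adjusted p = 8.23e-07). Motifs of NRF1, a factor of mitochondrial and housekeeping promoters, were also commoner at gained promoters (3.52 against 0.654%, 5.54, exact adjusted p = 5.28e-15) and at gained non-promoter sites (1.44 against 0.0904%, 16.2, adjusted p = 0.00344). The latter shares rest on 3 of 208 and 5 of 5534 summits. EREs were found at 0 of 208 gained non-promoter summits against 0.795% of 5534 KDM5A summits (exact adjusted p = 0.409), and at 0.414 against 0.818% of promoters (odds ratio 0.504, adjusted p = 0.0590).

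Forkhead motifs were rarer at gained promoters (3.35 against 9.75%, exact adjusted p = 4.45e-23), and so were AP-1 (1.55 against 3.96%, adjusted p = 4.12e-08) and GATA motifs (0.793 against 2.32%, adjusted p = 3.70e-06). Outside promoters forkhead (9.13 against 16.6%, exact adjusted p = 0.00396) and AP-1 motifs (1.92 against 7.39%, adjusted p = 0.00159) were rarer, and GATA motifs did not differ detectably (2.40 against 4.75%, adjusted p = 0.143). Gained promoter summits were richer in GC, at 68.0 against 54.8%. Matched on GC, the odds ratio at promoters was 3.20 for E2F (95% interval 1.99 to 5.16) and 2.76 for NRF1 (1.67 to 4.56), but 1.03 for forkhead (0.775 to 1.38), 0.682 for AP-1 (0.449 to 1.04) and 1.13 for GATA (0.648 to 2.0). Sites outside promoters were not matched on GC, so their motif differences may follow GC content.

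**Figure D5:**
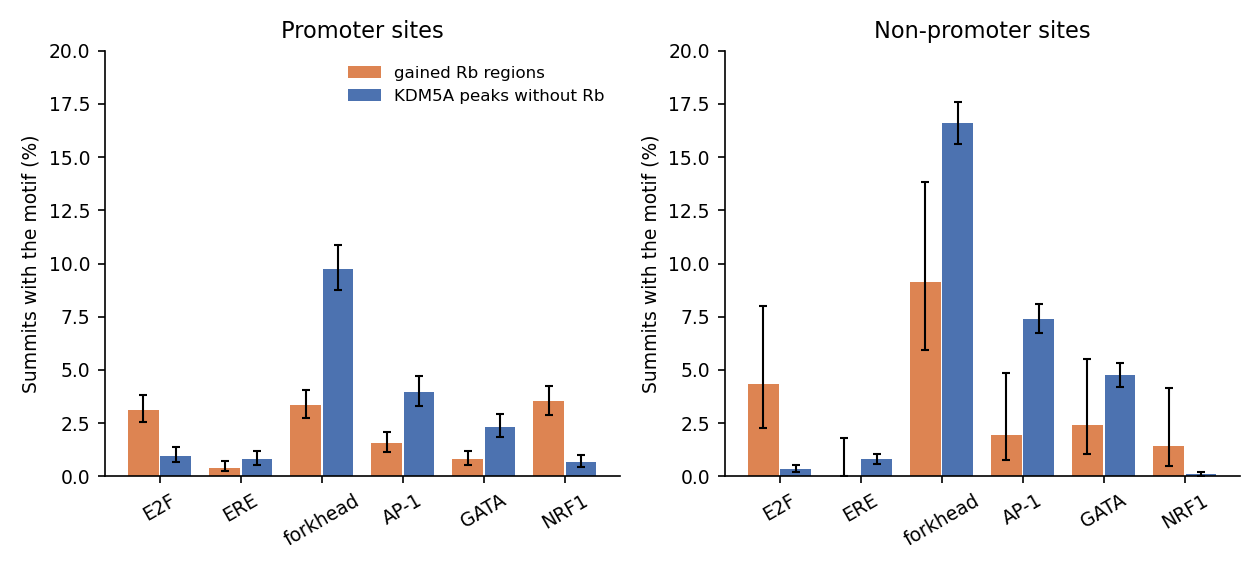
Share of summits with a motif within 100 bp (vertical axis, percent) for gained Rb regions (orange) and KDM5A peaks without Rb (blue), at promoters and elsewhere, without GC matching. Error bars are Wilson 95% intervals; E2F motifs lie at 3.14 against 0.949% of promoter summits and at 4.33 against 0.343% of the others.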

Values the study reported

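In its main DMSO and abemaciclib experiment on MCF7 cells, whose samples are not the siRNA-transfected libraries described here, the study reported 15,218 regions with more and 57 with less Rb signal after abemaciclib, from a read-count test at an adjusted P value below 0.1. In MCF7 cells 3,878 of the induced peaks lay outside promoters. About 75–80% of induced peaks lay at promoters. That share is of regions from the read-count test, whereas gained regions here are merged peaks called in every abemaciclib and no DMSO library. The study also reported E2F motifs and cell cycle genes as enriched among its induced promoter peaks. In the siRNA experiment, the study reported that KDM5A knockdown did not alter the recruitment of Rb to non-promoter peaks.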

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

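The tests in this part were chosen after the results were seen, except those over other splits of the libraries.

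The number of Rb peaks in siKDM5A DMSO replicate 1, 4025, lay far above the other DMSO libraries. Its gap to the next, over the range of the 4 DMSO libraries, was 0.830, just above the tabulated critical value (Dixon's test). This was the only gap above the critical value in 10 sets of 4 libraries, where chance gives about 1 in 20. Rb lists also held peaks outside the main chromosomes, from 30 to 96 per list on unplaced or unlocalised contigs, which the comparisons of regions do not use.

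The larger number of Rb peaks with abemaciclib was weighed against technical explanations. Depth argues against them, since mean depth with abemaciclib was 0.861 times that with DMSO. A lower genome background does not account for it either: with 1 background, 1 depth and 1 p threshold for all 8 libraries the fold was 7.49 (exact permutation p = 0.0286, n = 4 each). Untargeted cutting that follows GC content alone would leave E2F motifs as frequent as at KDM5A promoters without Rb, but the GC-matched odds ratio was 3.20 (95% interval 1.99 to 5.16). Cutting at promoters that are more open for other reasons stays untested, as does the inhibition of CDK4/6 that the design names. Both IgG libraries came from DMSO-treated cells, so no IgG library here measured untargeted cutting with abemaciclib.

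The excess in siKDM5A DMSO replicate 1 did not come with depth, at 0.982 times that of replicate 2. With 1 background, depth and threshold its peak number was 3.43 times that of replicate 2, against 3.39 before. Its fragments were shorter, with a mean of 178 against 245 bp. Of the 2164 regions that it alone called among the DMSO libraries, 94.3% were found with abemaciclib, which cannot be told apart from a more sensitive DMSO library, because DMSO peaks in general overlap abemaciclib peaks. No biological explanation was tested for 2 replicates of 1 group.

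The drop in KDM5A peaks after siKDM5A is not one of depth, with a ratio of 1.00 to the siControl library. An even drop of all sites, which leaves only the strongest above the threshold, may account for it: in 87.3% of pairs the peak that was found again had the higher siControl fold. This share does not single out an even drop, because a poorer library would also lose weak peaks first. No KDM5A replicate shows the share without knockdown. Mean fragments were 292 bp in the siControl and 230 bp in the siKDM5A library. As causes of the drop in these lists, library quality and the loss of KDM5A, each with 1 library, stay open. The study itself reported less KDM5A transcript and protein after the siRNA, by RNA-seq and immunoblot. It also reported a lower KDM5A CUT&RUN signal, from 1 reaction per condition.

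The split by abemaciclib was compared with all other splits, where the test calls nothing unless many regions part fully. Of 35 splits of the 8 Rb libraries, 1 called as many regions, the real one, with 3108 regions against 0 in any other. For promoters 1 of 35 did, with 3036 against 0. For siRNA the comparison decides nothing: with a real count of 0, all 35 splits must give at least as many, and the highest, 3108, was the abemaciclib split.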

How the results depend on the processing

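The alternatives that used only genes with a KDM5A peak, left chromosome arms out of list models, or used promoters called in all abemaciclib libraries were chosen after seeing the data. Causes were not tested beyond those given; with a call or no call per region, depth and the smallest p limit what can pass.

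Abemaciclib against DMSO. The log2 difference in peak number ranged from 2.34 to 2.92 when each library was left out, and the exact permutation p from 0.0286 to 0.0571. The promoter share ranged from -4.45 to -3.14 points. Gained regions ranged from 3143 to 4953 and lost regions from 1 to 2. Regions parted within the siControl arm ranged from 5795 to 8339 and within the siKDM5A arm from 4621 to 7178. Gained protein-coding promoters ranged from 3076 to 5008, the most without siKDM5A DMSO replicate 1. With equal numbers of top peaks 0 regions were gained, 0 lost and 0 promoters gained (21 regions parted towards abemaciclib and 17 towards DMSO). Lists of equal length make these counts nearly balance whatever the treatment does, so the setting does not test the direction. Without a minimum number of libraries 0 regions were gained and 0 lost, with 3107 and 1 regions still fully parted. With −log10 q of at least 3, 2 regions were lost. Lists passing at gained promoters ranged from 0 to 1 over libraries left out, and were 2 against all protein-coding genes: histone genes (odds ratio 2.81, exact adjusted p = 0.00826) and p53 targets (2.95, exact adjusted p = 0.0481). Histone genes that share a peak count separately in this test, so their p-value may be too small. Against all protein-coding genes, mitochondrial genes among promoters called in all abemaciclib libraries turned to an odds ratio of 1.85.

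Replicate block. Replicate numbers did not pair the libraries, with correlations of deviations from -0.0544 to 0.0524. With the replicate block the log2 difference in peak number was 2.53 and the promoter share differed by -3.72 points, with p = 0.125, the smallest the blocked exact permutation test allows. Gained regions numbered 0 and lost regions 0, since the smallest blocked p cannot pass.

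KDM5A siRNA and KDM5A peaks. Over libraries left out, the siRNA difference in log2 peak number ranged from -0.045 to 0.81, and the difference between arms from -1.40 to 0.30. No region differed with any library left out, in a test that a change under abemaciclib alone cannot pass. With equal numbers of top peaks, 49 regions were called only in siControl and 44 only in siKDM5A abemaciclib libraries. Lists of equal length make these counts nearly balance, so the setting does not test a lean. KDM5A overlap of gained promoter regions was 91.1% with an overlap of at least 50%, 83.1% with the summit inside, and 91.2 to 93.8% over libraries left out. At non-promoter regions it was 63.9% with the summit inside and 69.3 to 75.8% over libraries left out. KDM5A peaks found after siKDM5A were 47.2% with −log10 q of at least 3, 47.2% with an overlap of at least 50% and 46.7% with the summit inside.

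Lists near non-promoter regions. The number passing was 1 with −log10 q of at least 3, 1 with genes within 100 kb, 1 with Fisher's exact test without locus length, 1 without the arms 1q, 17q and 20q, and 0 among genes with a KDM5A peak outside promoters. It ranged from 1 to 5 over libraries left out. Oestrogen-responsive genes passed in all of these but the restriction to genes with a KDM5A peak. The E2F odds ratio at promoters ranged from 2.67 to 3.77 over libraries left out. Of 865 alternative values for 61 results, 780 stayed the same, 35 moved, 32 were weaker, 15 stronger and 3 reversed.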

Other observations

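All tests in this part were chosen after the results were seen.

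Rb at promoters before treatment followed the cell cycle lists. Promoters called in every Rb library, DMSO included, held 48 of 90 E2F-regulated genes (odds ratio 18.7, two-sided Fisher's exact adjusted p = 1.17e-33), 13 of 76 G2/M genes (3.21, adjusted p = 0.00384) and 9 of 43 Rb pathway genes (4.1, adjusted p = 0.00392). No other list passed. Small counts, named after their values were seen, were FASN, MYC and RARA for oestrogen-responsive genes (0.308, exact adjusted p = 0.0778), TFAP2C and ZNF217 for luminal genes, NDUFA6 for mitochondrial genes and RPS20 and RPS29 for ribosomal genes. They were H2AC12, H2BC12 and H4C1 for histone genes, DDB2 and PPM1D for p53 targets, STAT2 for interferon genes, and 0 for markers of other cell types and the 4 genes the study names.

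With abemaciclib, promoters called in all 4 libraries made up 59.1% of the background. All 90 E2F-regulated promoters were among them (two-sided Fisher's exact adjusted p = 5.10e-20), and 34 of 43 Rb pathway promoters (odds ratio 2.62, adjusted p = 0.0464). Leaving out siControl abemaciclib replicate 1, replicate 2 or siKDM5A abemaciclib replicate 1 ended the latter call, with exact adjusted p = 0.0769, 0.103 and 0.0727. An overlap of at least 50% and equal numbers of top peaks ended it too, with exact adjusted p = 0.108 and 0.191. G2/M genes had 52 of 76 (1.5, exact adjusted p = 0.205), p53 targets 20 of 27 (1.98, adjusted p = 0.209), histone genes 31 of 51 (1.07, adjusted p = 0.968), luminal genes 15 of 27 (0.864, adjusted p = 0.840) and oestrogen-responsive genes 79 of 151 (0.756, adjusted p = 0.205). Mitochondrial genes had 38 of 75 (0.708, exact adjusted p = 0.236), ribosomal genes 35 of 75 (0.603, adjusted p = 0.10), interferon genes 13 of 27 (0.641, adjusted p = 0.330), markers of other cell types 1 of 7, COL1A1 (0.115, adjusted p = 0.0847) and the 4 genes the study names 2, CCND1 and KRT19.

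A hypothesis is that E2F motifs mark the promoters that hold Rb without the drug. They lay near 7.5% of the summits of 573 promoter regions called in every Rb library and 3.14% of gained ones. Matched on GC the odds ratio was 2.28 (95% interval 1.56 to 3.32), which fits the hypothesis, with 43 regions that held a motif.

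Another hypothesis was that Rb leaves non-promoter sites after siKDM5A where KDM5A had been bound. The tables do not decide it. Of non-promoter regions of both siControl abemaciclib libraries, 19 of 368 with a KDM5A peak were called in neither siKDM5A library, against 23 of 128 without one (odds ratio 0.249, two-sided Fisher's exact p = 2.86e-05). With the arms exchanged the shares were 48 of 432 and 32 of 154 (odds ratio 0.477, two-sided Fisher's exact p = 0.00393). Regions without a KDM5A peak were thus called less repeatably in either direction, and no effect of siKDM5A is read from the difference.

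Oestrogen-responsive genes near gained non-promoter Rb sites may only be genes with more sites that KDM5A binds. Among genes with a KDM5A peak of their own outside promoters the odds ratio fell from 4.11 to 2.14 (95% interval 0.968 to 4.72), so the tables do not decide it.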
